A study of Homo sapiens with 4 samples. Its data were reported in "Long-range chromosomal interactions increase and mark repressed gene expression during adipogenesis" (2022).

How the data were processed

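Promoter Capture Hi-C, an assay that enriches ligated fragment pairs for those that hold a promoter, was performed on human primary white preadipocytes in 4 samples. The preadipocyte stage (PAd) had 2 untreated samples. The differentiating stage (Diff) had 2 samples kept for 24 h in differentiation medium. Per the labels each stage had replicates numbered alike, but the deposited lists hold 1 set of calls per stage.

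The authors digested the chromatin with HindIII, aligned the read pairs to hg19 and removed ligation artefacts with HiCUP, and called interactions with CHiCAGO on both replicates of a stage together. Each line of a deposited list gives a captured fragment (the bait), the fragment it met (the other end) and a CHiCAGO score, a confidence value that is weighted by distance and corrected for the background. The score is not a read count. Every deposited call had a score of 5 or more, the threshold the authors used. Because a list holds only what passed, a pair absent from a list was not called there, which does not show that the contact was absent.

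The lists hold no read numbers, and read totals per library were not used here, so no value is weighted by depth. Because calls of both replicates were made together, no spread between replicates could be computed. All errors given are therefore counting errors or errors over regions of the genome, and every test compares the pair of call sets, not the conditions.

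All 94908 distinct fragments matched exactly 1 HindIII fragment of GRCh37, so positions are given in that build, 1-based. Calls between chromosomes were left out. Distance was taken between fragment midpoints. As in the study, short-range interactions (SRIs) were calls under 1 Mb, long-range interactions (LRIs) were calls of 1 to 2 Mb, and the histone gene cluster on chromosome 6, here the region from 26 to 28 Mb with both ends inside it, was left out of the main setting. A fragment pair counted once. Windows of 1 Mb took the place of topologically associating domains, whose positions were not used here.

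Intervals of ratios and differences came from a bootstrap over blocks of 5 Mb with 10000 resamples at 95%, each call belonging to the block of its lower end. A difference was past the threshold when its interval excluded no difference. Distance bins of 50 kb, chromosomes and blocks were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment at 0.05 within each family. A block was tested when both lists together held at least 5 LRIs in it. Shares carry Wilson intervals, and for a count of 0 the limit is 3 counts of the total. Calls on neighbouring fragments are not independent, so Fisher's and Wilson's values understate the error.

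A call was shared when the other list held the same fragment pair. As a background for matches within 10 kb, each other end was mirrored to the opposite side of its bait. A promoter-to-promoter call had an other end that was a bait in either list. Genes were assigned to baits that held a transcript start of a protein-coding gene or lncRNA in GENCODE release 44 on GRCh37, which 85.2% of the 14487 baits did. Any annotated transcript start counted, so a bait named by a gene need not hold its main promoter.

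Genes and regions were named by a rule set before the data were examined. It takes the 5 blocks with the smallest adjusted p, the 5 baits with the largest gain of LRIs (at most 1 per block), TGFB2 and LYPLAL1 as the locus the study examined, and fixed lists of 15 preadipocyte and 15 adipocyte genes given as counts.

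The alternatives set beforehand were score thresholds of 7 and 10, the histone locus kept, equal numbers of calls, each deposited line counted, edge distances, autosomes only, other LRI limits, other bin and window sizes, a bootstrap over chromosomes, looser matching and score-matched sharing.

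The statistics were tested on simulated data first. With 552 blocks and 200 simulated list pairs, the bootstrap interval held the true ratio in 94.5% of cases. Over 155 blocks, 60.6% of blocks with a planted change of 6-fold were called, and 2.57% of calls fell on unchanged blocks. In that simulation LRIs were drawn independently and all blocks without a planted change stayed unchanged. The real LRIs cluster at baits and most real blocks were higher in Diff, so these percentages do not give the error of the real block tests. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.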

Results

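Promoter Capture Hi-C was used to ask how promoter contacts change when human primary preadipocytes begin to differentiate. The PAd list pooled 2 samples and held 84677 calls, of which 98 joined different chromosomes and 84579 lay within a chromosome. The Diff list, from 2 samples after 24 h in differentiation medium, held 97190 calls, with 75 between chromosomes and 97115 within. The number of intrachromosomal calls was thus 14.8% higher in Diff. Each list is 1 pooled set of calls, so there is no replicate error for any value, and intervals cover counting error or variation along the genome only.

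Calls lay on the 22 autosomes. The PAd calls came from 13069 baits and the Diff calls from 12744, with 11341 baits in both lists. A bait had a median of 4 calls in either stage, with means of 6.47 in PAd and 7.62 in Diff. The median score was 6.62 in PAd and 6.72 in Diff, and the median distance was 206 kb and 218 kb. At a score threshold of 10, the alternative that moved the numbers most, 13131 calls in PAd and 16911 in Diff remained, so Diff stayed the longer list.

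The first comparison asked whether LRIs became a larger part of the calls. As deposited, LRIs made up 968 calls in PAd, or 1.14% (95% Wilson interval 1.07 to 1.22), and 2511 calls in Diff, or 2.59% (2.49 to 2.69). The histone gene cluster on chromosome 6 contributed 57 of the PAd LRIs, or 5.89%, and 186 of the Diff LRIs, or 7.41%. These shares were 11.8-fold and 12.4-fold above the locus's share of SRIs. At a score threshold of 10 they rose to 13.2% and 13.9%. Among LRIs of 1.5 to 2 Mb the locus held 20.1% in PAd and 24.4% in Diff.

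With that locus left out, 911 of 83848 PAd calls under 2 Mb were LRIs, or 1.09% (1.02 to 1.16), against 2325 of 95981 Diff calls, or 2.42% (2.33 to 2.52). The ratio of LRI shares, Diff to PAd, was 2.23 with a block bootstrap interval of 2.01 to 2.49 (two-sided Fisher's exact test between the call sets, p = 2.99e-104). The interval over chromosomes was 2.04 to 2.42. With the histone locus kept, the ratio was 2.26 (2.04 to 2.51). The number of SRIs rose 1.13-fold while that of LRIs rose 2.55-fold. Baits with at least 1 LRI numbered 384 in PAd, or 2.95%, and 734 in Diff, or 5.80%. The alternative that moved the ratio most parted LRIs from SRIs at 500 kb and gave 1.33 (1.28 to 1.39).

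To see at which distances the lists differed, the share of calls was compared in 40 bins of 50 kb. The share differed past the threshold in 35 bins, of which 31 were higher in Diff and 4 lower. All 20 bins from 1 Mb upward were higher in Diff by Fisher's exact test, with ratios from 1.72 to 4.28, but in the bin from 1.9 to 1.95 Mb the block bootstrap interval included no difference (0.961 to 10.4), and an unbroken run of higher bins began at 450 kb. The bin from 1 to 1.05 Mb held 157 PAd and 358 Diff calls, and the bin below 2 Mb held 5 and 23. Calls under 50 kb fell from 10197 in PAd to 9194 in Diff, a ratio of shares of 0.788 (0.764 to 0.813). With a score threshold of 10, 13 bins were higher in Diff and 1 was lower.

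**Figure D1:**
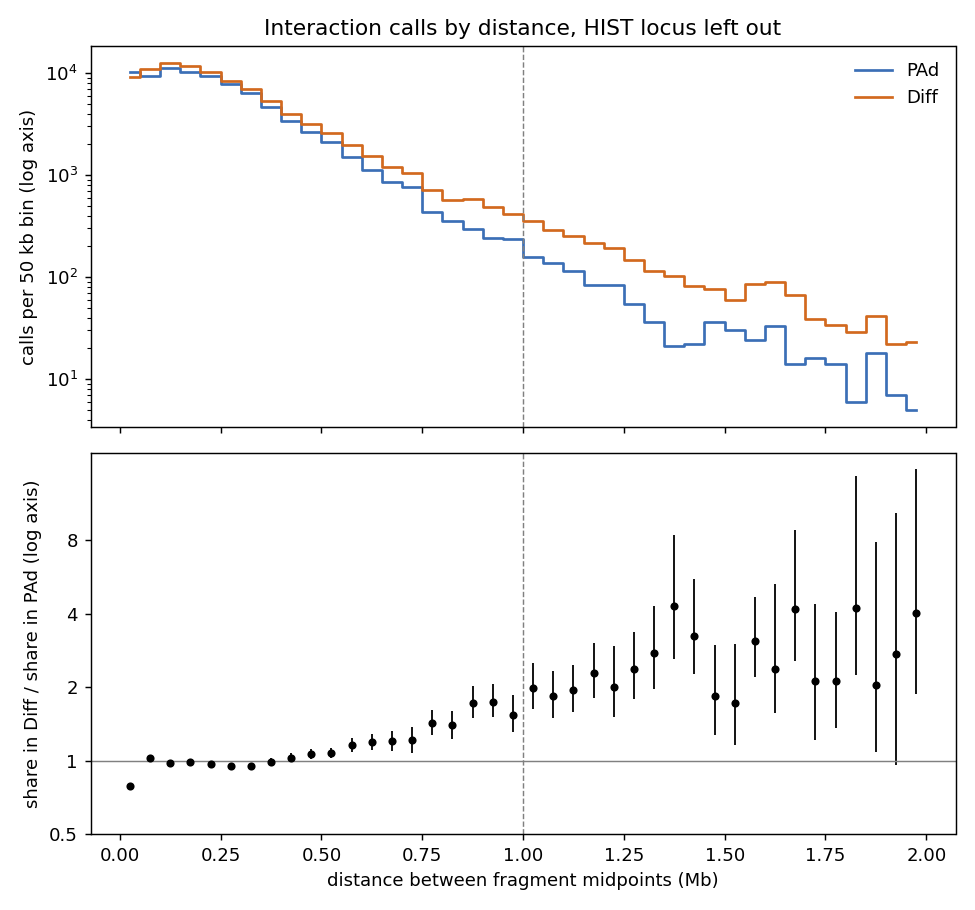
The upper panel plots calls per 50 kb bin (log axis) against the distance between fragment midpoints in Mb for PAd and Diff, with the histone locus left out. The lower panel plots the Diff to PAd ratio of shares per bin (log axis) with 95% block bootstrap intervals, a dashed line marks 1 Mb, and the ratio climbs from 0.788 under 50 kb to between 1.72 and 4.28 above 1 Mb.

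The LRI share was then compared along the genome. It was higher in Diff on 22 of 22 chromosomes, with ratios from 1.25 to 8.78, and the difference was past the threshold on 19 of them. The highest ratio, on chromosome 20, rested on 1 LRI in PAd and 9 in Diff. At score thresholds of 7 and 10 it was higher in Diff on 21 and 19 chromosomes, and at 10, 8 stayed past the threshold. Of 155 tested blocks, 134 had a higher share in Diff. The difference was past the threshold in 16 blocks, all of them higher in Diff, and these held 15.7% of the Diff LRIs. No block was lower past the threshold, and 0 were lower at an unadjusted p under 0.05, against 39 higher. At score thresholds of 7 and 10, 0 of 90 and 0 of 47 tested blocks passed.

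**Figure D2:**
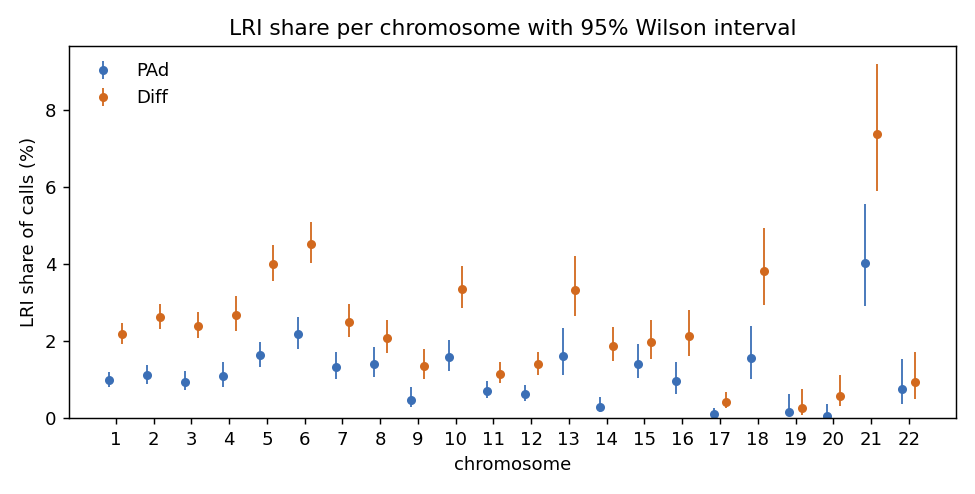
Points give the LRI share of calls in percent per chromosome for PAd and Diff, and bars are 95% Wilson intervals, which cover counting error only. The Diff point lies above the PAd point on all 22 chromosomes, and the shares on chromosome 21 are 4.04% in PAd and 7.39% in Diff.

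The block with the smallest adjusted p was chromosome 14, 20000001 to 25000000, where PAd had 0 LRIs beside 753 SRIs and Diff had 20 LRIs beside 648 SRIs (Fisher's exact test, adjusted p = 3.69e-05). Its bait with most LRIs, 10 in Diff, lay at 21860168 to 21869665 and held a transcript start of CHD8. On chromosome 2, 50000001 to 55000000, LRIs went from 0 to 17 (Fisher's exact test, adjusted p = 0.000714), 12 of them at a bait at 55790316 to 55793600 with no annotated start. On chromosome 6, 70000001 to 75000000, the LRI share went from 3.90% to 18.4% (Fisher's exact test, adjusted p = 0.00111), with 10 LRIs at the SLC17A5 bait. On chromosome 5, 95000001 to 100000000, it went from 2.21% to 13.2% (Fisher's exact test, adjusted p = 0.00111), with 11 LRIs at the CHD1 bait. On chromosome 2, 150000001 to 155000000, it went from 2.13% to 18.5% (Fisher's exact test, adjusted p = 0.00302), with 11 LRIs at the MMADHC bait. A bait can lie outside its block because a call belongs to the block of its lower end. Each block was tested against no change and not against the genome-wide ratio of 2.23. The named blocks are therefore not shown to gain more than the genome as a whole. Part of the LRIs in each block share 1 bait and are not independent, so the adjusted p-values understate the error.

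The bait that gained most LRIs lay on chromosome 21 at 15754564 to 15761885 and held a start of HSPA13. It had 13 LRIs in PAd and 35 in Diff, whose other ends spanned 16842073 to 17139882. Of these Diff LRIs 13 were also called in PAd, and of the 13 PAd LRIs 12 were also called in Diff. The bait on chromosome 3 at 176762517 to 176766374, with a start of the lncRNA TBL1XR1-AS1, went from 4 to 19 LRIs, and 3 of the 4 were kept. The IGFBP3 bait on chromosome 7 at 45955727 to 45963820 went from 14 to 29, and all 14 were kept. The TMTC2 bait on chromosome 12 at 83077894 to 83081508 went from 8 to 21, and 5 of the 8 were kept. A bait on chromosome 1 at 119801290 to 119817300, with no annotated start, went from 0 to 13, none of which reached a score of 10.

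Whether LRIs recur between stages as SRIs do was asked by matching fragment pairs. Of the PAd LRIs, 492 of 911, or 54.0%, were also called in Diff, against 57.5% of PAd SRIs. The difference of -3.47 percentage points was not past the threshold (-8.33 to 1.00), and it changed direction at score thresholds of 7 and 10, to 8.47 (1.48 to 14.7) and 16.6 (7.19 to 24.6) points, both past the threshold. Of the Diff LRIs 21.2% were called in PAd, against 50.9% of Diff SRIs, a difference of -29.7 points (-32.9 to -26.7). Because PAd has fewer LRIs, at most 39.2% of the Diff LRIs could have been shared as exact fragment pairs, against 88.6% of the SRIs. With the other ends mirrored, 0 of 911 PAd LRIs matched a Diff call within 10 kb, which allows a share of up to 0.329%, and 0 of 2325 Diff LRIs matched a PAd call, which allows up to 0.129%. The same control gave 12.4% and 12.0% for SRIs.

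LRIs joined promoters to promoters less often than SRIs did. The promoter-to-promoter share was 10.4% of LRIs and 15.5% of SRIs in PAd, a ratio of 0.673 (0.540 to 0.832). In Diff the shares were 9.08% and 12.3%, a ratio of 0.739 (0.608 to 0.889). Keeping the histone locus removed the difference, with ratios of 0.905 in PAd and 1.09 in Diff, neither past the threshold. The median score of LRIs did not differ detectably from that of SRIs. It was 6.46 against 6.61 in PAd, a difference of -0.15 (-0.36 to 0.11), and 6.72 against 6.71 in Diff, a difference of 0.01 (-0.18 to 0.19). At a score threshold of 7 the Diff difference was 0.335 and past the threshold.

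Regions with LRIs were compared with other regions in 1 Mb windows. Of 2425 windows with a call, 408 held an LRI end in both stages, 92 in PAd only, 390 in Diff only and 1535 in neither. LRI windows held a mean of 4.15 baits in PAd against 5.93 in the other windows, a ratio of 0.699 (0.628 to 0.776). In Diff the means were 4.34 and 5.88, a ratio of 0.738 (0.675 to 0.807). Within deciles of GC content, over windows with under 10% unknown bases, these ratios were 0.911 in PAd, with an interval from 0.828 to just under 1, and 0.977 (0.901 to 1.06) in Diff.

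Fixed lists of marker genes were placed in the windows. They were chosen from general knowledge and are not the study's markers from single nucleus RNA-seq, so the counts do not test its marker result. Of the 15 preadipocyte genes, 3 lay in an LRI window of PAd and 7 in one of Diff. Of the 15 adipocyte genes, 0 lay in an LRI window of either stage, which allows a share of up to 20%. Among all protein-coding genes in windows with calls the shares were 13.7% in PAd and 23.5% in Diff. The lists differed in Diff (two-sided Fisher's exact test, p = 0.00632, adjusted p = 0.0126 over 2 tests) and not in PAd (p = 0.224 by the same exact test). With each window counted once, 6 of 14 preadipocyte windows held an LRI end in Diff. Of random lists of equal gene density, 20.4% had as many genes in LRI windows of Diff as the preadipocyte list, 2.27% did with windows of 500 kb and 25.1% with windows of 2 Mb, sizes chosen for this test after seeing the data. With windows of 2 Mb, 2 of the 15 adipocyte genes lay in an LRI window in either stage. An LRI at the gene's own bait was found for PDGFRA and GATA3 in PAd, and for PDGFRA, LUM and GATA3 in Diff.

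At the locus the study examined, TGFB2 (chromosome 1, 218518678 to 218617961) had 1 bait, from which 10 SRIs were called in PAd and 11 in Diff. It had 1 LRI in PAd, with a score of 5.66 over 1.22 Mb, and 10 in Diff, with scores from 5.04 to 15.72. The Diff other ends spanned 219701504 to 219837929, at 1.18 to 1.32 Mb, and 1 LRI was in both lists. At score thresholds of 7 and 10, TGFB2 had 5 and 3 LRIs in Diff and 0 in PAd. LYPLAL1 (219347211 to 219386207) had 7 SRIs in PAd and 13 in Diff, and 0 LRIs. In both lists 1 of these SRIs joined LYPLAL1 to the TGFB2 bait over 0.828 Mb, with scores of 8.74 in PAd and 9.22 in Diff. Fragments contacted both by a TGFB2 LRI and by LYPLAL1 numbered 0 in PAd and 3 in Diff.

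**Figure D3:**
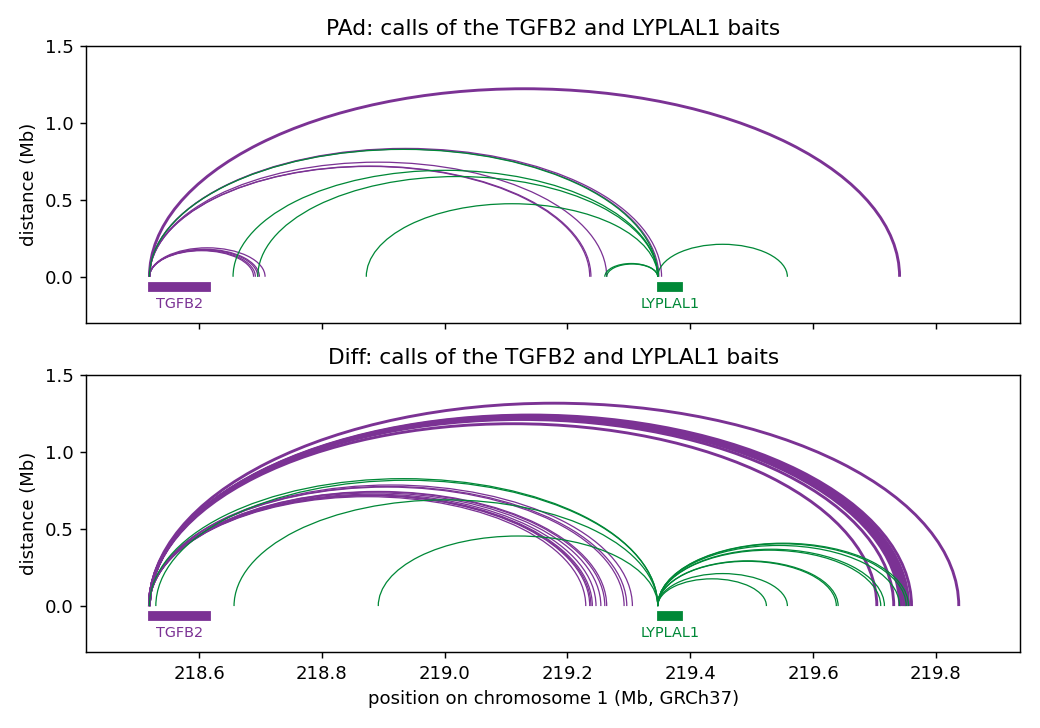
Arcs join the TGFB2 bait (purple) and the LYPLAL1 bait (green) to their other ends along chromosome 1 in Mb (GRCh37) for PAd above and Diff below, with arc height equal to the distance in Mb and LRIs drawn thicker. TGFB2 has 1 LRI in PAd and 10 in Diff, which land beyond LYPLAL1.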

Values the study reported

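The study reported 84,580 intrachromosomal interactions in PAd and 97,116 in Diff. It gave the share of LRIs as 1.1% in PAd and 2.6% in Diff, which it described as a 2.4-fold increase within 24 hours. These rounded shares keep the histone locus and are taken of all intrachromosomal calls, so they rest on another set than the ratio of LRI shares given above.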

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

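The tests in this part were chosen after the result was seen. Calls of 2 Mb or more were in no main comparison between stages, and their share of intrachromosomal calls was higher in Diff, at 0.396% (385 calls), than in PAd, at 0.304% (257 calls, 95% Wilson interval 0.269 to 0.343). The ratio of shares was 1.30 (block bootstrap 1.01 to 1.87). The rise lay in calls of 2 to 5 Mb, which went from 173 to 329, a ratio of shares of 1.66 (1.29 to 2.36). This rise could be the far end of the shift to longer distances seen among the LRIs. However, the paper left out calls over 2 Mb, because its replicates often shared almost none of those just above that distance. It proposes that such calls may be unreliable, and the pooled lists cannot test agreement between replicates. Errors of alignment or assembly would add calls between distant places at any distance, but the ratio for calls over 5 Mb was 0.581 (0.362 to 1.1) and calls between chromosomes fell from 98 to 75. That interval includes no change, so such errors cannot be told apart from a difference between stages for calls over 5 Mb. Of the PAd calls of 2 to 5 Mb, 43.4% were also called in Diff, and of the Diff calls 22.8% were called in PAd. Differentiation itself stays open and untested, since depth and confluence were not separated from stage.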

How the results depend on the processing

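Alternatives were run for 24 results of the comparisons, 188 in all. In 151 the direction and the side of the threshold, or the count within 1.5-fold, stayed as reported. Of the others 23 counts or shares moved, 4 results became weaker, 4 stronger and 6 reversed. The ratio of LRI shares stayed past the threshold under each of its 13 alternatives, from 1.33 to 2.59, with no interval reaching below 1.28. The 38 alternatives that counted each line or autosomes only changed nothing, because the lists hold 0 repeated pairs and autosomes alone, so they say nothing about stability.

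A score threshold of 7 left 36548 calls in PAd and 43905 in Diff, and a threshold of 10 left 13131 and 16911. The histone locus's share of LRIs was 8.81% and 10.5% at a threshold of 7, and 13.2% and 13.9% at 10. Windows with an LRI end in both lists, in PAd only and in Diff only fell to 197, 32 and 252 at 7, and to 108, 17 and 134 at 10. With fewer calls, 2 distance bins were lower in Diff at 7, and 13 were higher and 1 lower at 10. Chromosomes with a higher share in Diff numbered 21 at 7 and 19 at 10, and those past the threshold 8 at 10. No block passed at 7 (0 of 90, with 12 higher and 1 lower at an unadjusted p under 0.05) or at 10 (0 of 47, with 3 higher and 0 lower). The sharing difference of PAd LRIs reversed to 8.47 points at 7 and 16.6 at 10, both past the threshold, and the cause was not tested. The score difference between LRIs and SRIs in PAd reversed to 0.05 at 7 and 0.5 at 10, with neither past the threshold, and that in Diff became past the threshold at 7, at 0.335, and the causes were not tested. The list difference in Diff was 23.1 points at 10 and no longer past the threshold.

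The promoter-to-promoter ratio depended on the histone locus. With it kept, the ratio was 0.905 in PAd and reversed to 1.09 in Diff, neither past the threshold. With LRIs of 1.5 to 2 Mb it was 0.966 in PAd and reversed to 1.01 in Diff, and the cause was not tested. The sharing difference of PAd LRIs, not past the threshold as reported, became so at -7.14 points with no upper distance limit, -7.75 with LRIs and SRIs parted at 500 kb, and -5.67 with both ends matched within 10 kb. The causes were not tested. With windows of 2 Mb, 53 held an LRI end in PAd only and 251 in Diff only, and the list difference in Diff was 40.0 points, with 8 preadipocyte and 2 adipocyte genes, and no longer past the threshold (Fisher's exact test, p = 0.0502). With bins of 100 kb, of which there are fewer, 16 were higher in Diff.

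For the 17 values of named baits, genes and blocks, 115 alternatives were run. Counts moved in 21. In 6 alternatives, over 4 of the 5 blocks, the difference was no longer past the threshold. At score thresholds of 7 and 10, 1 and 3 of the 5 blocks had too few LRIs to test. Baits in both lists, 1 LRI per bait, other resampling seeds and the alternatives of the gene lists were chosen after seeing the data.

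No paired analysis was possible because the deposited lists pool the replicates of each stage, and for the same reason the fit with a replicate block and leaving out each replicate were not run. The lists hold no read numbers and read totals per library were not used here, so comparisons of numbers of calls between stages are not corrected for depth.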

Other observations

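Of the tests in this part, those of window GC content in Diff and of gene density in 1 Mb windows were set before their results were seen. Equal numbers of calls was an alternative set beforehand, but what it should show was written down after its result was seen. The other tests were chosen after.

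The higher LRI share in Diff was set against several technical explanations. With equal numbers of calls the ratio was 2.24 (2.03 to 2.50), so the longer Diff list does not account for it. Over baits called in both lists it was 2.11 (1.90 to 2.35). With 1 LRI per bait it was 1.69 (1.54 to 1.86), so baits with many LRIs held part of the excess, although counting 1 per bait also caps the larger list. Leaving out 1 chromosome at a time gave ratios from 2.18 to 2.28. Within 25 strata of fragment GC content the ratio was 2.17 (1.96 to 2.42), and within 25 strata of fragment length 2.21 (1.99 to 2.46). Scattered chance calls would rarely lie side by side, yet 63.6% of the 1833 Diff LRIs absent from PAd had another LRI of the same bait within 20 kb, against at most 18.1% in 200 random placements. What stays open is a difference in read number. LRIs rose 2.55-fold in number (2.31 to 2.84), and an effect of depth on long distances alone cannot be told apart from a difference between stages by these lists, since read totals per library were not used here. The confluence of the cells also differed with the stage and was not tested.

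The rise was not particular to LRIs. A change that starts at 1 Mb would leave calls just below it unchanged, but in the 100 kb below 1 Mb the ratio of shares was already 1.65 (1.45 to 1.90). Whether the ratio also steps up across 1 Mb was not decided, since the log2 step was 0.23 (-0.04 to 0.50).

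Calls under 50 kb fell in number while calls of other distances up to 5 Mb rose. The ratio of numbers under 50 kb was 0.902 (0.871 to 0.934), which more reads in Diff would not give by themselves. Scores followed the same gradient. Among calls in both lists the median log2 change of score from PAd to Diff was -0.06 (-0.08 to -0.04) under 50 kb, 0.05 (0.04 to 0.06) for SRIs and 0.39 (0.30 to 0.48) for the 492 LRIs, 74.2% of which scored higher in Diff. Against shared SRIs of the same mean score, shared LRIs gained 0.36 more (0.28 to 0.45), so a gain at all distances alike does not account for it. A candidate explanation is a change in how contacts decay with distance, which these lists cannot separate from the caller's distance weighting.

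Promoter-to-promoter calls made up a smaller share of SRIs in Diff than in PAd, at a ratio of 0.793 (0.776 to 0.809). Within 50 kb distance bins the ratio was 0.804 (0.787 to 0.821), so the shift to longer distances explains little of it. Other technical explanations, capture efficiency among them, were not tested.

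LRI windows held fewer baits than other windows, and they were also lower in GC content, at 39.8% against 42.4% in Diff. Within deciles of GC content the bait ratio in Diff was 0.977 (0.901 to 1.06), so GC content may account for the difference there. In PAd the ratio was 0.911 (0.828 to 1.00). Its upper bound was just under 1 with the seed used and so past the threshold, but over 20 other resampling seeds it ran from 0.999 to 1.00, and 15 of them put it at 1 or more. For PAd GC content as the whole cause therefore stays undecided. Low GC and few promoters go together in the genome, and no biological explanation was tested.

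The marker lists differed in Diff, but their windows differ in gene density, with 8.60 protein-coding starts per window for the preadipocyte genes and 17.9 for the adipocyte genes. Among 10000 random gene lists matched on density, 20.4% had as many genes in LRI windows as the preadipocyte list, and with windows of 2 Mb 25.1% had, but with windows of 500 kb 2.27% had. Of lists matched to the adipocyte genes, 2.37% had none, but 7.85% had none with windows of 500 kb, and with windows of 2 Mb the adipocyte list had 2 such genes and 6.71% of matched lists had as few. For both lists the answer changed with the window size, so gene density cannot be told apart from another cause with 15 genes per list. The other window sizes were chosen after seeing the data.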
